A study of Mus musculus and Rattus norvegicus with 114 samples.

How the data were processed

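RNA was measured in the hippocampus of rodents from 3 models of temporal lobe epilepsy. In the PPS model, Sprague-Dawley rats received electrical stimulation of the perforant pathway. In the PILO model, NMRI mice received pilocarpine, a muscarinic agonist that triggers status epilepticus. In the IAKA model, C57BL/6 mice received kainic acid, a glutamate receptor agonist, in the amygdala. The series holds 114 samples in 38 groups of 3 libraries each. Of these, 96 are small RNA libraries made from RNA bound to Ago2, the protein that carries mature miRNAs in the silencing complex, and 18 are total RNA libraries from PPS rats. Per the labels' protocols, Ago2 was immunoprecipitated from homogenised frozen hippocampus and the bound RNA was made into TruSeq small RNA libraries. For total RNA, the labels name Trizol extraction, removal of ribosomal RNA with Ribo-Zero and the ScriptSeq v2 library kit.

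The PPS model has 24 Ago2 libraries: 7 groups after stimulation (1 h, 24 h, 72 h, 10 d, 16 d, the day of the first seizure and the chronic phase) and a single control group that serves all of them. PILO and IAKA have 36 Ago2 libraries each: treated and control animals at 1 h, 24 h, 48 h, 72 h, first seizure and the chronic phase, so that each period has its own controls. The total RNA libraries cover 1 d, 3 d, 10 d, first seizure, chronic phase and control, and their labels carry the same animal numbers as the Ago2 libraries of those periods. Samples were grouped by the model, period and arm that their titles give.

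The deposited miRNA files hold raw counts per mature miRNA, 1 column per library, with no normalization visible in the values: they are whole numbers and their totals differ between libraries. The aligner, the counting rule and the miRNA annotation are stated neither in the labels nor in the files, so reads shared between near-identical miRNAs (miR-7a and miR-7b, or the let-7 family) may have been split or counted more than once. For total RNA, the deposited per-library table of the chronic comparison holds FPKM (fragments scaled by transcript length and library size), and its libraries' values do not sum to a common total. The authors' deposited comparison tables, 1 for each of the 5 periods against control, have the column names and status words of Cuffdiff output, per the file headers. They give 1 FPKM value per group, a log2 ratio, a p-value and a q-value. The authors' log2 ratio is control over stimulated, and its sign was turned here so that a positive value means higher after stimulation. Genome build and annotation are not stated in the labels or headers, so genes are named by the symbols in the files and no coordinates are given.

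Counts were tested with edgeR 4.0.16 in R 4.3.3. All libraries of a model entered a single fit with 1 coefficient per group, TMM normalization and the filterByExpr filter by group at its default settings. Contrasts were tested with glmQLFit (robust) and glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. The filter left 440 of 683 listed miRNAs in PPS, 722 of 1393 in PILO and 648 of 1400 in IAKA. F tests over all contrasts of a model asked which miRNAs changed at any period, and in the mouse models a treatment by period F test asked which changed by different amounts over time. The treatment effects of PILO and IAKA were compared in a joint fit of the 72 mouse libraries on 733 miRNAs. Chronic changes were set side by side over 360 miRNAs tested in all 3 models, matched by name without the species prefix, where a mouse name with the variant letter a could match a letterless rat name. Correlations of chronic changes between models have permutation p-values from 100000 resamples, and those with the PPS change to 16 d from 10000. Levels are counts scaled by library size and TMM factor (CPM), given as mean ± SD over 3 libraries. Log2 fold changes are edgeR's, with their standard errors (SE).

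FPKM values were tested with limma 3.58.1 (lmFit and eBayes with a trend) on log2(FPKM + 1), for loci with a symbol and a mean of at least 1 FPKM over the 6 libraries. A difference on this scale understates the change of low genes. Where a symbol occurred more than once, each of its loci was tested, and the gene lists used the locus with the highest mean. No depth is stated for these libraries. Steps between low FPKM values put their depths at 0.843 to 1.63 times that of control 17. The authors' q-values were counted as deposited, without a test of their own.

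A count of 3 was taken as the floor, and a fold change against a group at or below it is given as a bound. Intervals and floors cover counting error only, since the libraries carry no molecular identifiers. With 3 libraries per arm the 6 libraries of a comparison split in 10 ways, so an exact permutation test of a single miRNA cannot go below p = 0.1, and chance alone separates 10% of miRNAs fully.

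The design, the alternatives and the rule for naming genes were fixed before the data were examined. Named miRNAs are, at the chronic phase of each model, the 3 with the largest rise and the 3 with the largest fall among those past the threshold, with at least 10 CPM in the higher group and no overlap between the arms, and at every other period the 1 with the largest rise and fall by the same criteria. A list of 16 miRNAs was also fixed: miR-21a-5p, miR-142a-5p, miR-142a-3p, miR-10a-5p, miR-132-3p, miR-212-3p, miR-212-5p, miR-146a-5p, miR-134-5p, miR-155-5p, miR-34a-5p, miR-124-3p, miR-128-3p, miR-135a-5p, miR-211-5p and miR-22-3p. Of these, miR-21a-5p, miR-142a-5p and miR-10a-5p were understood to have been picked by the study on these samples, so their results are not independent evidence. For total RNA, the rule names the 2 genes with the largest rise and the 2 with the largest fall in each of the authors' deposited tables before the chronic phase, with a q-value under 0.05 and at least 1 FPKM in both groups. It also names lists for TGF-beta signalling (17 genes) and gliosis (10 genes). Lists of cell type markers were fixed as well. The miRNA lists cover neurons, microglia and leukocytes, oligodendrocytes, erythrocytes, ependyma with choroid plexus, and endothelium with vascular muscle. The mRNA lists cover neurons, microglia, astrocytes, oligodendrocytes, erythrocytes and choroid plexus.

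The alternatives were DESeq2 1.42.0 with its own size factors, edgeR with median-of-ratios size factors or with library totals only, no filter on low counts, a fit of only the 6 libraries compared, all 18 control libraries of a mouse model as a single control group, animal number as a block in PILO, and leaving out each library in turn. For FPKM they were a pseudocount of 0.1, no filter, a minimum mean of 5 FPKM, quantile normalization and leaving out each library, and for the authors' tables a q-value under 0.01 or at least 1 FPKM in 1 of the groups. A term for the form of the animal number in IAKA, and the chronic FPKM test without 2 libraries rich in choroid plexus transcripts, were chosen after seeing the data.

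The tests were tried on simulated data in which 200 features were changed 4-fold. The edgeR fit recovered 93% of them among 432 miRNAs in PPS with 5 false calls, 70.5% among 702 in PILO with 2, and 80% among 628 in IAKA with 6. The limma test recovered 86.5% among 12482 loci with 9 false calls. There the change was 4-fold in FPKM + 1, which is a larger change in FPKM for low loci. In simulated 1 h contrasts without any change, no miRNA was called. Each simulated feature varied on its own, so variation shared by many miRNAs within a library was not tried.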

Results

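The study profiled Ago2-bound miRNAs in 3 rodent models of temporal lobe epilepsy, from the first hour after the initial insult to the chronic phase with spontaneous seizures, to find the miRNAs that change during the development of epilepsy and those shared between models. Each of the 32 Ago2 groups had 3 libraries. Total miRNA counts per library ran from 2357650 to 10548322 in PPS, from 5415805 to 12217909 in PILO and from 1650786 to 10183803 in IAKA. Depth was uneven within PPS: the 6 libraries of first seizure and the chronic phase held 5167244 to 10548322 counts, and the other 18 held 2357650 to 3208369. In PPS the depth of these libraries therefore changed together with the period, and neither late group holds libraries of the shallower kind. In IAKA, the 16 libraries whose animal numbers are written with a leading 0 held 1650786 to 5214229 counts, against 3314308 to 10183803 in the other 20. Depth also differed by arm at the chronic phase of the mouse models: treated libraries held 7862779 to 8539830 counts and controls 5521863 to 7468459 in PILO, and 9359037 to 10183803 and 5038721 to 6748720 in IAKA.

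**Figure D1:**
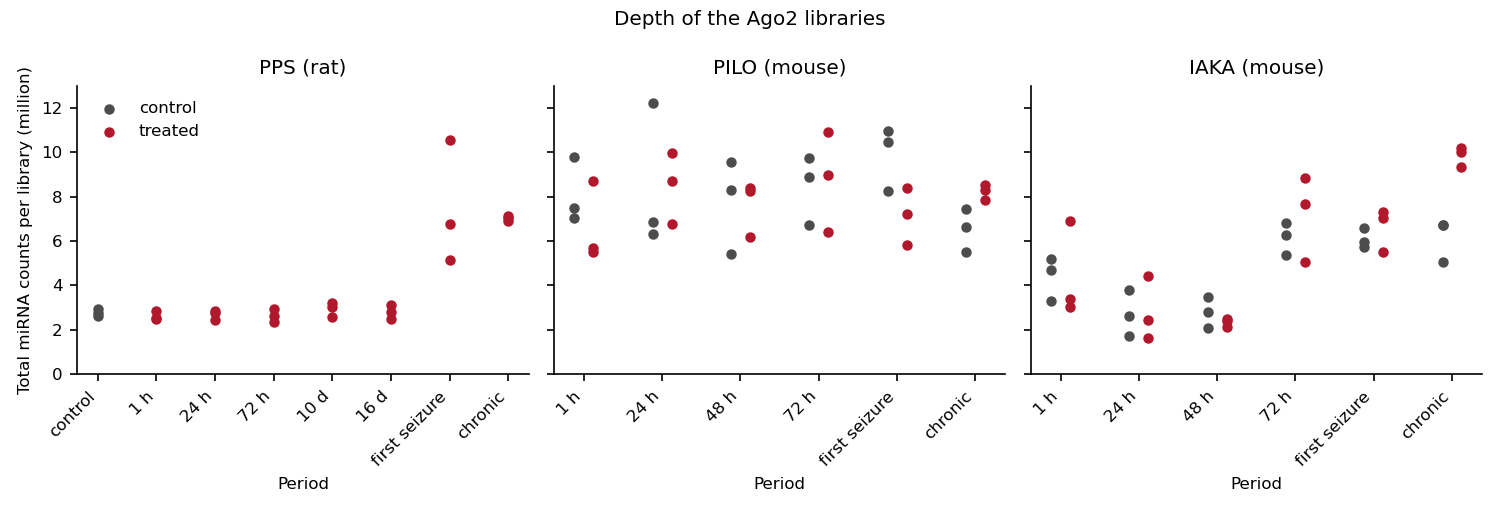
Total miRNA counts per Ago2 library by period for the 3 models, with control libraries in grey and treated libraries in red. In PPS the 6 first seizure and chronic libraries lie above 5167244 counts and the other 18 lie below 3208369.

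The most abundant miRNA was miR-181a-5p in 24 of 24 PPS libraries, 33 of 36 PILO libraries and 34 of 36 IAKA libraries. The top miRNA took 10.6% to 23.4% of a library's counts over the 3 models. Replicates were compared before averaging. Over the 96 pairs of libraries within a group, the correlation of log2 CPM ran from 0.934 to 0.990, and chi-square per degree of freedom from 45.3 to 1539. Each library comes from another animal, so values above 1 follow from the design, and each library was kept as its own replicate.

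In PPS, the number of miRNAs past the edgeR threshold rose from the acute phase to the day of the first seizure. A single control group without a stated time served all periods, so age could not be told apart from the course after stimulation. Of 440 miRNAs tested, 7 were higher and 0 lower at 1 h (47 at an unadjusted p under 0.05), 12 were higher and 0 lower at 24 h (48 unadjusted), and 10 were higher and 1 lower at 72 h (77 unadjusted). At 10 d, 23 were higher and 1 lower, and at 16 d 52 were higher and 39 lower. First seizure gave 86 higher and 69 lower, and the chronic phase 27 higher and 40 lower. The alternative that moved these counts by the most miRNAs was a fit of only the 6 libraries compared, which gave 7 miRNAs at the chronic phase in place of 67 and 94 at first seizure in place of 155. Single libraries decided some of the smaller counts: without replicate 5, 0 miRNAs passed at 10 d, and without replicate 1, 0 passed at 72 h. At 16 d, 37 miRNAs passed without replicate 6. With library totals in place of TMM factors, the median log2 change of all miRNAs at the chronic phase shifted by 0.32, and the split of the calls became 84 higher and 14 lower. At first seizure the shift was 0.28, with 121 higher and 43 lower.

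**Figure D2:**
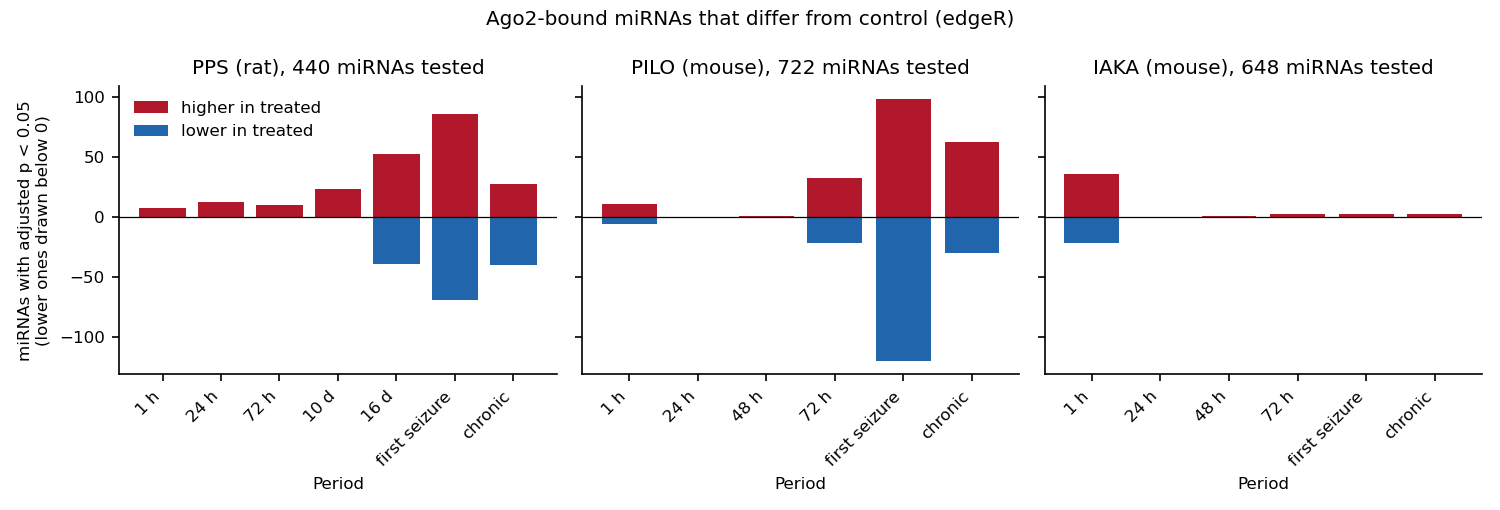
Number of miRNAs with an adjusted p under 0.05 (edgeR) by period in the 3 models, with those higher in treated animals above 0 and those lower drawn below 0. First seizure has the highest bars in PPS (86 and 69) and PILO (98 and 120), while in IAKA 1 h does (36 and 22).

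In the first days after stimulation, the PPS changes included miR-132 and miR-212, which derive from a single precursor locus. Controls held miR-212-3p at 558 CPM ± 35.4 (SD, n = 3), and it stood at 1538 ± 143 at 1 h (log2 fold change 1.46, SE 0.28, adjusted p = 0.0046), 1799 ± 173 at 24 h (1.69) and 1590 ± 131 at 72 h (1.51). By 16 d it was at 658 ± 183, a difference of 0.24 that did not pass the threshold. miR-132-3p rose from 2408 CPM ± 169 in controls to 5673 ± 221 at 24 h (1.24, SE 0.22, adjusted p = 0.0018), with changes of 0.89 at 1 h and 0.87 at 72 h. The adjusted p of miR-132-3p at 1 h (0.0358) and 72 h (0.0336) was lost in all 6 fits that left out a library at each of these periods, and that of miR-212-3p at 72 h in 2 of 6. The largest rise at 1 h by the naming rule was that of miR-381-3p, from 2.71 CPM ± 0.50 to 14.9 ± 6.11 (2.44, adjusted p = 0.0046). At 24 h it was miR-3473 (4.48, adjusted p = 0.00111), which stood at 153 CPM in replicate 11 and at 23.5 and 26.6 in the other replicates. At 72 h miR-155-5p rose most (3.19, adjusted p = 0.0212), and let-7c-5p was the miRNA that fell (-0.58, adjusted p = 0.0351). Both lost significance in some fits without a library, in 4 of 6 for miR-155-5p and 5 of 6 for let-7c-5p. At 10 d the largest rise, that of miR-211-5p (4.63), rested on replicate 5, at 301 CPM, against 17.9 and 10.2 in the other replicates and 4.42 ± 0.41 in controls. The change was 1.61 without that replicate. The fall at 10 d was that of miR-346 (-0.80, adjusted p = 0.0259), which lost significance in 4 of 6 such fits. Of the 16 listed miRNAs, 3 passed at 1 h, 4 at 24 h, 4 at 72 h and 6 at 10 d over all miRNAs tested, and 3, 5, 8 and 8 when adjusted over the list alone.

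miR-146a-5p had the largest rise in PPS both at 16 d and at first seizure. From 199 CPM ± 40.1 (SD, n = 3) in controls it reached 3137 ± 870 at 16 d (log2 fold change 3.98, SE 0.56, adjusted p = 0.000378), 4097 ± 556 at first seizure (4.37, SE 0.57, adjusted p = 1.6e-05) and 976 ± 280 at the chronic phase (2.30, SE 0.52, adjusted p = 0.00515). These 3 calls held in every fit that left out a library. miR-142-5p was 3.21 higher at 16 d and 2.73 higher at first seizure, and at the chronic phase its difference of 1.03 did not pass (adjusted p = 0.229). miR-21-5p was 1.61 higher at first seizure (adjusted p = 0.01), a call lost without replicate 69 or control replicate 31. At the chronic phase it stood at 1053 CPM ± 454, against 1099 ± 274 in controls, a difference within the spread between replicates. miR-10a-5p passed at no period in any of the 3 models over all miRNAs tested. The largest falls were those of miR-128-1-5p at 16 d (-1.22, adjusted p = 0.00746), which lost significance without replicate 6, and of miR-376a-5p at first seizure (-2.10, SE 0.19, adjusted p = 5.01e-07), from 113 CPM ± 30 to 26.4 ± 3.01. Of the 16 listed miRNAs, 6 passed at 16 d and 10 at first seizure over all miRNAs, and 8 and 11 when adjusted over the list alone.

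At the chronic phase of PPS, miR-381-3p (2.67, SE 0.46, adjusted p = 0.000842), miR-146a-5p and miR-328b-3p (2.17, SE 0.31, adjusted p = 0.000153) rose most. The largest falls were those of miR-376c-3p (-1.31, adjusted p = 0.0209), miR-136-5p (-1.30, SE 0.14, adjusted p = 5.65e-06) and miR-181a-1-3p (-1.25, SE 0.18, adjusted p = 0.000153). miR-136-5p fell from 469 CPM ± 5.34 in controls to 190 ± 17.8. All of these but miR-376c-3p kept their call in every fit that left out a library, and miR-376c-3p lost it in 3 of 6. Of the listed miRNAs, 5 passed over all miRNAs and 6 when adjusted over the list alone. They included miR-34a-5p (1.70, adjusted p = 0.00381), miR-124-3p (1.07, adjusted p = 0.00553), miR-135a-5p (2.04, adjusted p = 0.033) and miR-22-3p (-0.50, adjusted p = 0.0276). miR-124-3p lost its call without replicate 75, where its change was 0.57, miR-135a-5p lost it in 5 of 6 fits that left out a library, and miR-22-3p in 4 of 6.

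In PILO, of 722 miRNAs tested, 11 were higher and 6 lower at 1 h, 0 passed at 24 h (45 at an unadjusted p under 0.05), 1 was higher at 48 h (77 unadjusted), and 32 were higher and 22 lower at 72 h. First seizure gave 98 higher and 120 lower, and the chronic phase 62 higher and 30 lower. The count at first seizure moved by the most miRNAs, to 103 without replicate 2 and to 121 against the pooled controls. The fit of only the 6 libraries compared gave 0 at the chronic phase (186 unadjusted in the fit of all libraries). With library totals only, the median log2 change of all miRNAs shifted by -0.26 at both 72 h and first seizure. The splits became 20 higher and 50 lower at 72 h, and 61 higher and 155 lower at first seizure. Without control replicate 4, 6 miRNAs passed at 72 h, and without control replicate 2, 4 passed at 1 h. That control library held miR-200c-3p at 75.7 CPM, against 1.75 and 1.98 in the other controls. In the treated libraries miR-200c-3p was at 0 counts, which makes it at least 48.8-fold lower against the count floor, but it lost significance without that control or without treated replicate 4. The largest rise at 1 h, that of miR-3102-3p (2.73, adjusted p = 0.00478), rested on replicate 4 at 214 CPM, against 29.7 and 52.2 in the other replicates, and was 1.42 without it. At 48 h miR-344d-3p rose from 523 CPM ± 55.4 to 1301 ± 254 (1.31, SE 0.26, adjusted p = 0.0103), a call lost in 3 of 6 fits without a library. The rise of miR-3535 at 72 h (4.09) rested on replicate 3 at 89.3 CPM, against 2.52 and 3.36, and was 0.65 without it. Its call was also lost without control replicate 4. miR-34c-5p fell at 72 h (-2.77, adjusted p = 0.0153), from 3425 CPM ± 2775 to 504 ± 78.9, and lost its call in 3 of 6 such fits.

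At first seizure of PILO, miR-6395 rose from 3.06 CPM ± 1.04 to 47.7 ± 30.7 (3.95, SE 0.81, adjusted p = 0.00156), and miR-154-3p fell from 28.8 ± 13.5 to 1.01 ± 0.65 (-4.78, SE 1.75, adjusted p = 0.0426). The call of miR-154-3p was lost in 5 of 6 fits that left out a library, without the filter and against the pooled controls, and that of miR-6395 against the pooled controls. At the chronic phase the largest rises by the naming rule were those of miR-34c-5p (2.12, adjusted p = 0.0285), miR-322-3p (1.59, adjusted p = 0.00488) and miR-130b-3p (1.59, adjusted p = 0.00465), and the largest falls those of miR-184-3p (-2.32, adjusted p = 0.0264), miR-183-5p (-2.12, adjusted p = 0.0465) and miR-30b-3p (-1.73, SE 0.34, adjusted p = 0.00152). Only miR-30b-3p among these 6 kept its call in every fit that left out a library, and miR-183-5p lost it in all 6. All 6 miRNAs, miR-30b-3p included, lost their call against the pooled controls and in the fit of only the 6 libraries compared. Leaving out replicate 2 lowered the chronic count from 92 to 39.

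Among the listed miRNAs, PILO had 2 past the threshold over all miRNAs at 1 h, 0 at 24 h, 0 at 48 h, 2 at 72 h, 4 at first seizure and 7 at the chronic phase. Adjusted over the list alone, the counts were 2, 5, 4, 2, 4 and 9. At the chronic phase miR-146a-5p stood at 3439 CPM ± 3163 against 687 ± 121 in controls (2.32, SE 0.51, adjusted p = 0.00354). Its 3 treated libraries differed widely, and without replicate 2 the change was 1.35 and did not pass. The same replicate decided miR-142a-5p (2.59, adjusted p = 0.00404), which was 1.26 higher without it. miR-21a-5p was 1.61 higher (adjusted p = 0.00973), miR-212-3p 0.99 (adjusted p = 0.0146), miR-22-3p 0.95 (adjusted p = 0.00428) and miR-211-5p 2.45 (adjusted p = 0.0401), and miR-124-3p was lower (-1.12, adjusted p = 0.0465). Each of these also lost its call without replicate 2, and miR-211-5p was then 0.16 higher. At first seizure miR-132-3p (0.71, adjusted p = 0.00526) and miR-212-3p (1.02, adjusted p = 0.00707) were higher, and miR-124-3p (-1.63, adjusted p = 0.00277) and miR-135a-5p (-3.43, adjusted p = 0.0128) lower. miR-135a-5p lost its call without replicate 2 and against the pooled controls, and miR-132-3p with library totals only.

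**Figure D3:**
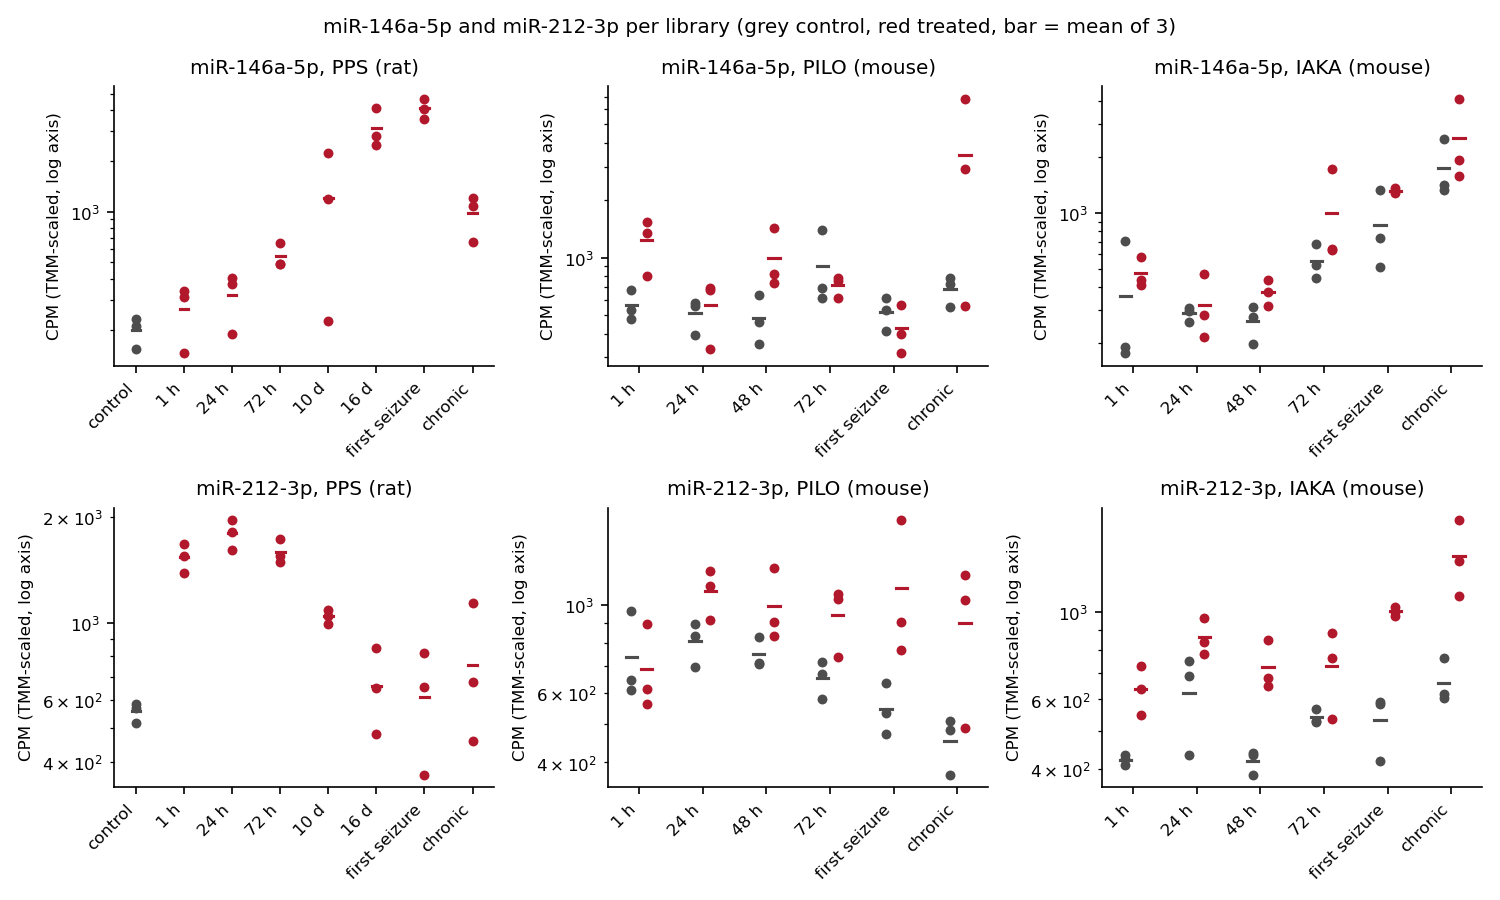
CPM after TMM scaling, on log axes, of miR-146a-5p (top) and miR-212-3p (bottom) in each Ago2 library by period, with controls in grey, treated animals in red and bars at the mean of 3 libraries. In PPS, miR-146a-5p reached 4097 CPM at first seizure and miR-212-3p reached 1799 CPM at 24 h, and in chronic PILO the 3 treated libraries of miR-146a-5p spread widely.

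In IAKA, of 648 miRNAs tested, 36 were higher and 22 lower at 1 h. At 24 h 0 passed (16 at an unadjusted p under 0.05), at 48 h 1 was higher (12 unadjusted), and at 72 h, first seizure and the chronic phase 2 each were higher (69, 78 and 39 unadjusted). The count at 1 h was 128 without replicate 66, 0 in the fit of only the 6 libraries compared, 2 against the pooled controls and 102 with DESeq2, where the split was 42 higher and 60 lower. With library totals only, the median log2 change at 1 h shifted by 0.24 and 63 were higher and 9 lower. Without replicate 029, 7 passed. The fall of miR-3074-5p at 1 h (-5.57) rested on control replicate 043 at 124 CPM, against 7.59 and 3.29 in the other controls, and was lost without it. miR-672-3p rose most by the naming rule (2.03, adjusted p = 0.0253) and lost its call in 4 of 6 fits that left out a library. The call at 48 h was miR-21a-3p, from 22.2 CPM ± 1.39 to 126 ± 66.5 (2.50, SE 0.45, adjusted p = 0.0025). At 72 h the calls were miR-21a-3p (2.31, SE 0.44, adjusted p = 0.00603) and miR-21a-5p (1.65, adjusted p = 0.00737). The call at 48 h was lost without replicate 048, and those at 72 h without replicate 60 or control replicate 54. At first seizure the calls were miR-212-3p (0.92, SE 0.21, adjusted p = 0.0339) and miR-18a-3p, named after its values were seen, at 3.41 CPM ± 0.35 against 0.457 ± 0.626. The call of miR-212-3p was lost without replicate 94 or control replicate 96. It was also lost without the filter on low counts and in the fit of only the 6 libraries compared.

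The 2 miRNAs past the threshold at the chronic phase of IAKA were miR-132-3p, from 3172 CPM ± 267 to 9423 ± 2570 (1.57, SE 0.26, adjusted p = 0.000627), and miR-212-3p, from 662 ± 87.2 to 1385 ± 307 (1.06, SE 0.21, adjusted p = 0.00442). The number past the threshold at the chronic phase was 66 against the pooled controls and 20 in the fit of only the 6 libraries compared. miR-132-3p kept its call in every fit that left out a library, and miR-212-3p lost it without control replicate 36 or without the treated replicate at 1710 CPM. The call of miR-212-3p at the chronic phase was also lost without the filter on low counts. miR-146a-5p did not pass (0.53, adjusted p = 0.953), and neither did miR-21a-5p (1.26, adjusted p = 0.0985). Of the listed miRNAs, 2 passed at 1 h, 0 at 24 h, 0 at 48 h, 1 at 72 h, 1 at first seizure and 2 at the chronic phase over all miRNAs, and 3, 0, 1, 4, 3 and 4 when adjusted over the list alone.

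Tests over all periods gave 196 miRNAs changed at any period in PPS, 249 in PILO and 10 in IAKA. The treatment effect differed between periods for 173 miRNAs in PILO and 4 in IAKA. The 4, named after their values were seen, were miR-10b-5p, miR-143-3p, miR-21a-5p and miR-504-5p. Without the filter on low counts, the IAKA counts became 77 and 61. A direct test of the difference between the effects of PILO and IAKA gave 57 miRNAs at 1 h, 0 at 24 h (16 unadjusted), 0 at 48 h (27 unadjusted), 5 at 72 h, 80 at first seizure and 58 at the chronic phase, of 733 tested. Without the filter these were 34 at 1 h, 0 at 72 h, 33 at first seizure and 33 at the chronic phase. Among these miRNAs, which were selected for a large difference, the effects had opposite signs in 48 of the 57 at 1 h, 3 of the 5 at 72 h, 67 of the 80 at first seizure and 54 of the 58 at the chronic phase. Over all 360 miRNAs shared by the 3 models, the PILO and IAKA changes had r = 0.0680 at 1 h and 0.396 at 24 h. At 72 h r was 0.235, at first seizure 0.243 and at the chronic phase -0.128. For 48 h, a period without a PPS group, r was 0.213 over 640 miRNAs. At 1 h miR-128-3p, from the list, was lower in PILO (-0.61, adjusted p = 0.0187) and higher in IAKA (0.88, adjusted p = 0.00452), a difference of -1.54 (adjusted p = 3.9e-05). Both single calls were lost in some fits without a library, in 3 of 6 in PILO and in 1 of 6, without replicate 029, in IAKA. At the chronic phase the rise of miR-132-3p was smaller in PILO than in IAKA by 1.26 (difference -1.26, adjusted p = 0.00799). For miR-146a-5p the difference of 1.66 between PILO and IAKA did not pass (adjusted p = 0.117), so its rise is not shown to differ between these models.

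Across the 360 miRNAs tested in all 3 models, 0 passed the threshold with the same sign at the chronic phase in all 3, against a mean of 0.0175 in 10000 shufflings of the names. At an unadjusted p under 0.05 there were 2, miR-155-5p and miR-27a-3p, against a shuffled mean of 1.05 (permutation p = 0.278, one-sided). Chronic log2 fold changes correlated weakly between models. By the codes of the sample titles, the time of the chronic phase and the side of the hippocampus may differ between models. Neither was accounted for. Across miRNAs, which are not independent replicates, Pearson's r between PPS and PILO was -0.0858 (permutation p = 0.102, adjusted over the 3 pairs 0.102) and Spearman's rho -0.148 (0.00508, adjusted 0.00508). Between PPS and IAKA r was 0.168 (0.00168, adjusted 0.00504) and rho 0.159 (0.00241, adjusted 0.00361). Between PILO and IAKA r was -0.128 (0.0192, adjusted 0.0289) and rho -0.246 (1e-05, adjusted 3e-05), where 1e-05 is the smallest p these permutations can give. All p-values are two-sided. Without the filter on low counts, r was -0.00875 between PPS and IAKA and 0.0228 between PILO and IAKA, so the sign of both depends on the filter. Of the 360 miRNAs, 18 passed in both PPS and PILO, and 4 of these had the same sign. miR-146a-5p was among the 4. miR-124-3p and miR-22-3p changed in opposite directions.

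**Figure D4:**
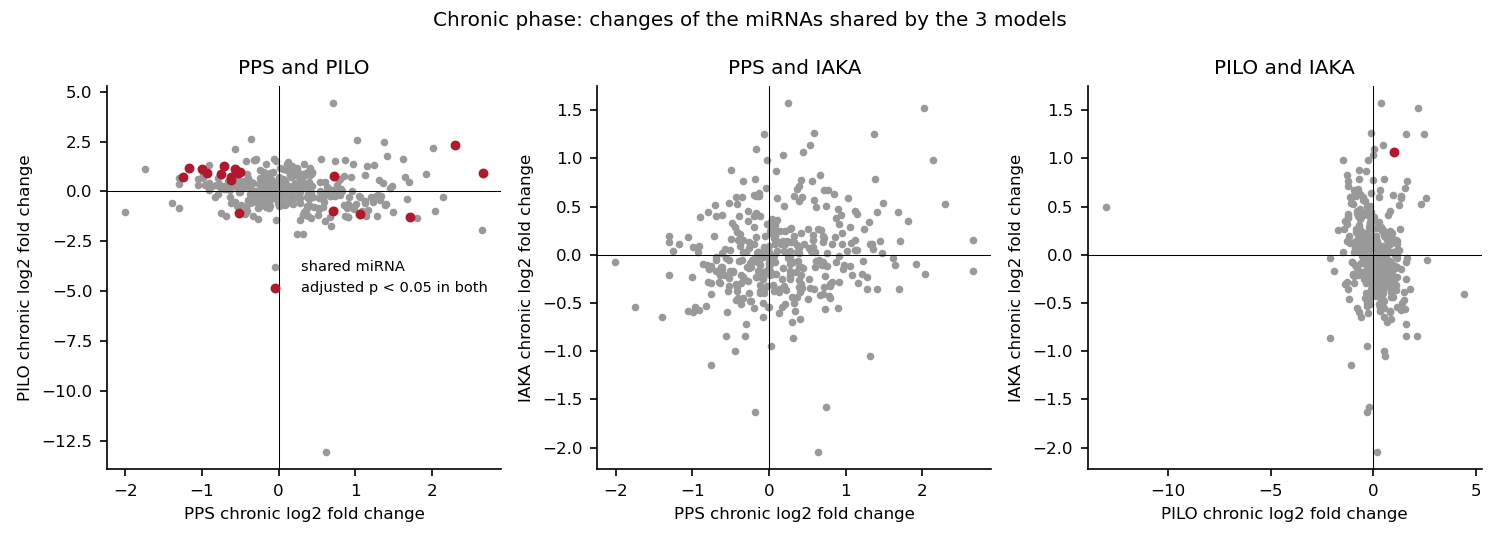
Chronic log2 fold changes (edgeR) of the 360 miRNAs tested in all 3 models, plotted for each pair of models, with miRNAs past the threshold in both models in red. Of the 18 red points for PPS and PILO, 4 lie on the same side of 0 in both, and the point at -13.04 in PILO is miR-673-5p, which did not pass (adjusted p = 0.134).

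At 1 h 1 miRNA passed in all 3 models, a comparison chosen after the values were seen: miR-212-5p, with 1.25 in PPS (adjusted p = 0.0258), 1.05 in PILO (adjusted p = 0.0284) and 1.57 in IAKA (adjusted p = 0.00355). The calls of miR-212-5p in PPS and PILO were each lost in 5 of 6 fits that left out a library, and the IAKA call was kept in all 6.

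Total RNA of PPS at the chronic phase was compared with control in 3 libraries each, in which 16661 to 17814 loci had a value above 0. Of 12643 loci with a symbol tested with limma, 0 passed the adjusted threshold, and 1237 had an unadjusted p under 0.05, 500 higher and 737 lower. The lowest adjusted p was 0.208. The number passing moved most, to 6 genes, both without chronic replicate 75 and without the 2 libraries rich in choroid plexus transcripts. Of the gliosis list, 9 genes were tested and all 9 were higher, with a median log2 difference of 1.40. Over all genes 0 of them passed (8 at an unadjusted p under 0.05), and 8 passed when adjusted over the list alone. Gfap, the intermediate filament of reactive astrocytes, stood at 381 FPKM ± 99 (SD, n = 3) against 145 ± 17.1 in controls (log2 difference 1.37, SE 0.23). Csf1r stood at 8.49 ± 2.31 against 2.52 ± 0.77 (1.42, SE 0.24), and S100a4 at 33.3 ± 17.4 against 8.30 ± 1.78 (1.79, SE 0.34). Of the TGF-beta signalling list, 15 genes were tested, 14 of them higher, with a median of 0.21. Over all genes 0 passed (4 at an unadjusted p under 0.05), and 1 passed when adjusted over the list alone: Tgfb1, at 4.94 FPKM ± 0.86 against 1.31 ± 1 (1.44, SE 0.30).

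Of the marker lists, microglia genes (3 tested) were higher by a median of 1.42, all 3 passing over the list alone, and astrocyte genes (3 tested) by 0.82, with 2 passing over the list alone. The microglia genes Aif1, Csf1r and Cd68 and the astrocyte gene Gfap are also on the gliosis list. No gene of the other marker lists passed over its list alone (0 at an unadjusted p under 0.05). Medians were -0.24 for neurons, 0.11 for oligodendrocytes, -0.63 for erythrocytes and -0.20 for choroid plexus. The choroid plexus genes were high in a single library of each group: Ttr stood at 775 FPKM in chronic replicate 37 and at 888 in control replicate 20, against 25.6 to 49.8 in the other libraries.

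**Figure D5:**
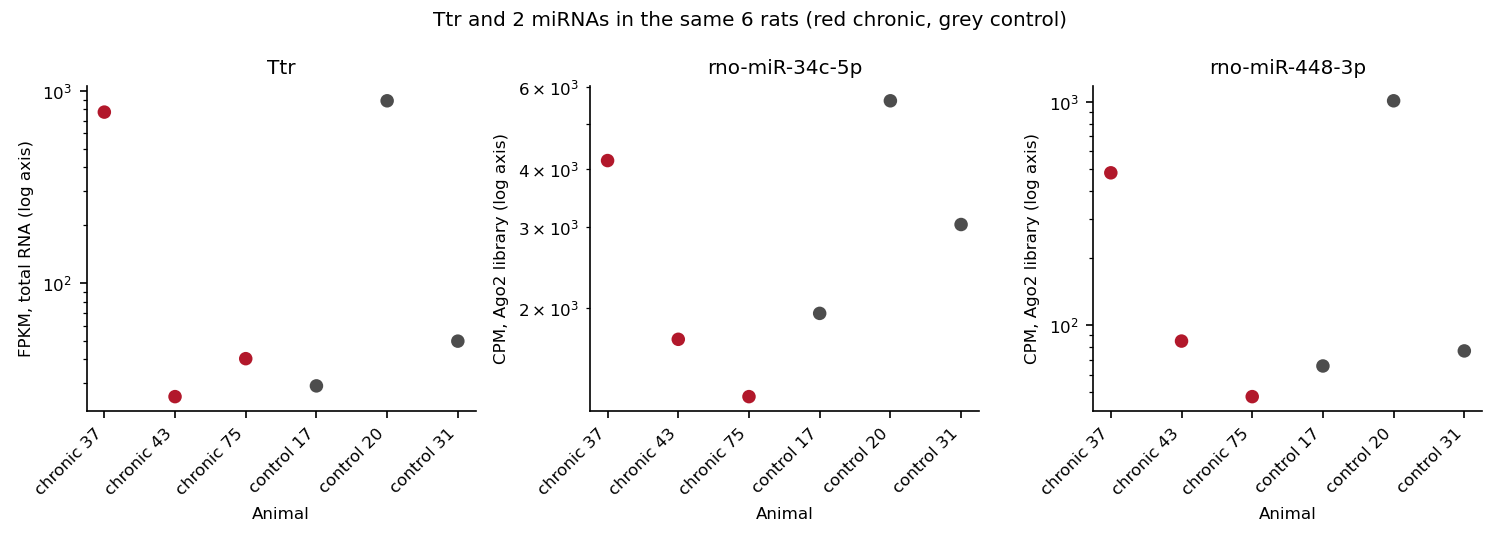
Ttr in total RNA (FPKM, log axis) and miR-34c-5p and miR-448-3p in Ago2 libraries (CPM, log axes) of the same 6 rats, 3 chronic in red and 3 control in grey. All 3 transcripts are highest in chronic animal 37 and control animal 20, for Ttr at 775 and 888 FPKM.

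The miRNA marker lists at the chronic phase were also compared. The microglia and leukocyte list had a median log2 fold change of 1.62 in PPS, 2.19 in PILO and 0.53 in IAKA, with 1, 2 and 0 of its 5 miRNAs past the threshold. In PILO 2 of 3 miRNAs for ependyma and choroid plexus, 1 of 2 for oligodendrocytes and 1 of 5 for neurons also passed, and in PPS 1 of 3 for neurons. Medians of the neuron list were -0.06, -0.31 and -0.15, of the oligodendrocyte list -0.13, 1.10 and -0.18, and of the list for endothelium and vascular muscle 0.08, 0.52 and 0.51. The list for ependyma and choroid plexus had medians of -0.31, 1.58 and -0.84. No miRNA of the erythrocyte list was matched in PPS, where the rat name miR-451-5p differs from the listed miR-451a. The erythrocyte list had medians of -1.04 in PILO and 0.75 in IAKA. Of these lists, miR-124-3p, miR-128-3p, miR-142a-3p, miR-142a-5p, miR-146a-5p and miR-155-5p are also among the 16 listed miRNAs.

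The authors' deposited tables gave the comparison of total RNA with control at each period. The authors' deposited table at 1 d lists 3583 loci with a q-value under 0.05, 2526 higher and 1057 lower after stimulation, at 3 d 1129 (909 higher, 220 lower), at 10 d 1205 (1006 higher, 199 lower), at first seizure 3174 (1769 higher, 1405 lower) and at the chronic phase 366 (248 higher, 118 lower). Among the loci with a symbol at 1 d, 1229 were higher and 924 lower in the authors' deposited table, and the other 1297 higher loci have no symbol, with the control at 0 in 1161 of them. A q-value under 0.01 in the authors' deposited tables moved the chronic count most, to 173. By the naming rule, Hspb1 rose most at 1 d in the authors' deposited table, from 3.68 to 464 FPKM, followed by Tubb6, from 1.57 to 66.2, and at 3 d Hspb1 (78.4) and Plac8 (from 4.48 to 66.1) rose most. At 10 d the largest rises in the authors' deposited table were those of AABR07006310.1 (from 1.44 to 31.4 FPKM) and Pld4 (from 1.44 to 29.7), and at first seizure those of Ncf1 (from 1.14 to 29.6) and Gpnmb (from 1.29 to 33.2). In the authors' deposited tables AABR07000398.1 was among the 2 largest falls at each of these periods, from 3467 FPKM in control to 139, 294, 591 and 73.7. Beside it fell Hes5 at 1 d (from 23.2 to 2.28 FPKM), LOC257642 at 3 d (from 1232 to 97.3) and first seizure (to 25.3), and AABR07039697.1 at 10 d (from 52.0 to 11.1), per the authors' deposited tables. Of the 4 choroid plexus genes, 3 at 1 d and 2 at 3 d were lower with a q-value under 0.05 in the authors' deposited tables, and 0 at the later periods. Control animal 20, with Ttr at 888 FPKM, raises the control value of these genes, so such falls may rest on that animal.

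Of the 10 gliosis genes, 8, 9, 9, 9 and 8 had a q-value under 0.05 in the authors' deposited tables at 1 d, 3 d, 10 d, first seizure and the chronic phase, and all of them were higher. Gfap in the authors' deposited tables stood at 145 FPKM in control and at 1074, 731, 733, 1244 and 381 over these periods. Of the 17 TGF-beta signalling genes, 3, 4, 3, 4 and 3 had a q-value under 0.05 in the authors' deposited tables, all higher. Tgfb1 stood at 1.31 FPKM in control and at 9.62, 7.94, 17.5, 19.6 and 4.94 in the authors' deposited tables. The counts at the chronic phase by the authors' q-value and by limma differ on the same 6 libraries, with 366 against 0 (1237 at an unadjusted p under 0.05).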

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

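The tests of axes of variation between replicates were chosen before their results were seen, and the tests on other splits of the libraries, on late controls and on animal numbering were chosen only after the results they concern were seen.

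The treatment effects of PILO and IAKA differed, by a test of the interaction, for 57 miRNAs at 1 h, 5 at 72 h, 80 at first seizure and 58 at the chronic phase, and what drew attention to these is that difference between the groups. Other splits of the libraries into treated and control within each model were drawn 100 times per period, the real one included. As many miRNAs passed in 2 of 100 splits at 1 h, 1 of 100 at 72 h, 6 of 100 at first seizure and 1 of 100 at the chronic phase. The highest count of another split was 90 at 1 h, 2 at 72 h, 172 at first seizure and 28 at the chronic phase. These draws could keep the real split of a model or its mirror image. They thus cannot decide whether random grouping gave the count at first seizure. In PILO alone, the other splits at first seizure gave at most 0, against 218. At 24 h and 48 h, where 0 miRNAs passed (16 and 27 at an unadjusted p under 0.05), all 100 of 100 splits gave as many. Model, strain, toxin and the handling of the animals differ together between PILO and IAKA, so a biological difference between the models cannot be told apart from a difference in handling, which is confounded with it. The codes that open the sample titles differ as well, with LH in PILO and RH in IAKA. The chronic codes hold a larger number before the letter W in PILO than in IAKA. If these mark side and weeks, side and time are confounded with the model too.

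The difference at 1 h draws on the IAKA change at that period, in which 58 miRNAs passed. Animals of 2 numbering forms in IAKA, with and without a leading 0, were weighed as an explanation for these. Each arm at 1 h has 2 libraries with a leading 0 and 1 without, a difference of 0 between the arms. A shift shared by the libraries of a form thus cancels, which argues against it as the source. In the libraries with a leading 0 alone, 57 of 57 kept their sign. These are 4 of the same 6 libraries, so an effect of the form that differs between the arms stays open. A main axis of variation between replicates was also weighed. The IAKA change at 1 h had an absolute r of 0.147 with it across miRNAs, which argues against it as the whole source. In 2 of 10 splits of the 6 libraries as many passed. The other of these, with 86, sets replicates 029 and 030 and control replicate 039 against replicate 66 and control replicates 043 and 64, and so largely follows the number form. Within an arm, libraries of the same form correlated at 0.980 and 0.990 and libraries of different forms at 0.941 to 0.957. With the term for the form 102 miRNAs passed, the 58 among them.

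The difference at first seizure goes with a pattern in PILO. Across miRNAs, the PILO change at first seizure had an absolute r of 0.670 with the main axis of variation between replicates, taken from the 24 libraries of 1 h to 72 h. This is consistent with part of the 218 changes lying along a direction in which PILO libraries also vary within groups. At the chronic phase of PILO the same r was 0.270, which argues against the axis as the whole source there. A part along the axis stays open, since no r was drawn for unrelated changes. Control libraries of the late periods that differ from earlier controls were weighed as well. Of the miRNAs past the threshold, 93.1% at first seizure and 71.7% at the chronic phase had the same sign against the 12 earlier controls. Both comparisons use the same treated libraries, so the shared sign is weak evidence. Against the earlier controls, 71 of the 218 and 16 of the 92 were also past the threshold, and the late controls themselves differed from the earlier ones for 170 and 225 miRNAs. Age and a difference between batches of controls cannot be told apart here, because each period has its own controls.

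The size of the treatment effect differed between periods, by the interaction test, for 173 miRNAs in PILO and 4 in IAKA. In PILO 2 of 100 splits gave as many, with up to 212, and in IAKA 3 of 100, with up to 5. A draw could keep the real arms of some periods, so these highest counts may hold the real effect. The late controls and the axis between replicates apply to the PILO count as well, with the values 93.1% and 0.670 at first seizure. Without the filter on low counts 61 miRNAs passed in IAKA. No biological explanation was tested for either.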

How the results depend on the processing

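The term for the animal number in IAKA and the fit without 2 choroid-rich libraries were tests chosen only after the results were seen. For 111 named miRNAs and genes, 1282 values under alternatives were compared with those of the report: 1011 kept their direction and side of the threshold, 261 were weaker and 10 reversed. The named genes of total RNA did not pass in the report, so their values could not become weaker and raise the number kept. Weaker values came from fits without 1 library (166 of 665), the fit of only the 6 libraries compared (44 of 86), pooled controls (17 of 38), the replicate block (14 of 28), no filter (13 of 87) and library totals only (7 of 87). DESeq2 and median-of-ratios size factors changed none. Of 619 values for 40 counts and correlations, 442 stayed the same, 174 moved and 3 reversed. Except where stated, the cause was not tested.

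With only the 6 libraries compared, PPS gave 11 miRNAs at 1 h, 27 at 24 h, 2 at 10 d, 94 at first seizure and 7 at the chronic phase, PILO 1 at 1 h, 5 at 24 h, 16 at 48 h, 5 at 72 h and 0 at the chronic phase, and IAKA 0 at 1 h, 48 h, 72 h and first seizure and 20 at the chronic phase. This fit estimates spread from 6 libraries. With DESeq2, PPS gave 26 at 72 h (18 higher, 8 lower) and 90 at the chronic phase (46 higher, 44 lower). PILO gave 27 at 1 h, 6 at 24 h (6 higher, 0 lower) and 21 at 48 h (13 higher, 8 lower). IAKA gave 102 at 1 h (42 higher, 60 lower), 1 at 24 h, 11 at 72 h (9 higher, 2 lower), 6 at first seizure (4 higher, 2 lower) and 5 at the chronic phase (4 higher, 1 lower). Median-of-ratios size factors gave 67 in IAKA at 1 h (31 higher, 36 lower).

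With library totals only, PPS gave 19 at 72 h, PILO 3 at 48 h (1 higher, 2 lower), the IAKA test over all periods 26, the PILO and IAKA difference at 72 h 0, and the count shared by the 3 models at the chronic phase 1. The median log2 change of all miRNAs shifted by 0.14 in PPS at 72 h, -0.15 in PILO at 48 h, 0.13 in IAKA at 24 h and 0.12 in IAKA at 72 h. Without the filter, PILO gave 34 at 72 h, and IAKA gave 2 at 24 h, 3 at 48 h, 29 at 72 h, 17 at first seizure, 4 at the chronic phase, 77 over all periods and 61 for treatment by period. The PILO and IAKA difference gave 34 at 1 h, 0 at 72 h, 33 at first seizure and 33 at the chronic phase. The chronic correlations reversed to -0.00875 for PPS and IAKA and 0.0228 for PILO and IAKA.

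With pooled controls, PILO gave 40 at 1 h, 8 at 24 h, 18 at 48 h, 121 at first seizure and 24 at the chronic phase, and IAKA 2 at 1 h, 7 at 72 h and 66 at the chronic phase. With the replicate block, PILO gave 0 at 1 h, 0 at 48 h and 1 at 72 h. Libraries of the same number correlated after removal of group means at 0.0909, 0.107 and 0.214 at 48 h and from -0.350 to 0.277 at other periods, so the numbers do not pair treated with control animals. With the number-form term, IAKA gave 102 at 1 h and 7 at 72 h. Without the 2 choroid-rich libraries, 6 genes passed in total RNA and Acvr1 reversed to -0.0822. With a q-value under 0.01, the authors' deposited tables gave 704 at 3 d, 775 at 10 d, 2045 at first seizure and 173 at the chronic phase, because a stricter limit passes fewer.

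Fits that each left out 1 library gave, in PPS, from 4 to 6 at 1 h, from 7 to 11 at 24 h, from 0 to 16 at 72 h, from 0 to 50 at 10 d, from 37 to 96 at 16 d, from 108 to 182 at first seizure, from 37 to 82 at the chronic phase and from 165 to 225 over all periods. The lowest counts came without replicate 24, 15, 1, 5, 6, 69 and 37 in turn. PILO gave from 4 to 34 at 1 h, from 0 to 0 at 24 h, from 0 to 4 at 48 h, from 6 to 44 at 72 h, from 103 to 230 at first seizure, from 39 to 124 at the chronic phase, from 179 to 280 over all periods and from 116 to 200 for treatment by period. IAKA gave from 7 to 128 at 1 h, from 0 to 1 at 24 h, from 0 to 1 at 48 h, from 0 to 10 at 72 h, from 0 to 9 at first seizure, from 1 to 4 at the chronic phase, from 8 to 46 over all periods and from 0 to 17 for treatment by period. The PILO and IAKA difference ran from 18 (without PILO replicate 4) to 109 (without IAKA replicate 66) at 1 h, from 0 to 0 at 24 h and 48 h, from 0 to 8 at 72 h, from 10 (without PILO replicate 2) to 140 (without IAKA control replicate 96) at first seizure and from 17 (without the highest-numbered IAKA replicate) to 94 (without PILO replicate 3) at the chronic phase. Total RNA gave from 2 to 6 genes.

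The same fits gave chronic correlations from -0.184 to -0.0428 for PILO and IAKA, from 0.0787 to 0.252 for PPS and IAKA and from -0.134 to 0.0198 for PPS and PILO, which reversed without PPS replicate 75. Some genes with differences near 0 in total RNA reversed in such fits: Tgfb2 ran from -0.34 to 0.0971, Tgfbr3 from -0.0275 to 0.59, Smad2 from -0.0144 to 0.18, Acvr1 from -0.0499 to 0.37 and Skil from -0.000393 to 0.32.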

Other observations

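The tests on other splits of the libraries, on depth in the mouse models, on blood in single models, on neurons and glia, on the batch at the chronic phase of PPS, on gliosis genes, on choroid plexus in the same animals and on haemoglobin were chosen only after the results were seen.

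Other splits of the 6 libraries of each comparison were counted. With 10 splits no share can fall under 0.1, so the share alone excludes nothing for a single period, and the counts of the other splits are given beside it. In PPS, 1 of 10 splits gave as many miRNAs as the real one at each of the 7 periods. The highest counts among the other splits were 0 at 1 h, 24 h and 72 h, 22 at 10 d, 1 at 16 d against 91, 26 at first seizure against 155 and 4 at the chronic phase against 67. In PILO, 1 of 10 splits gave as many at 1 h, 10 of 10 at 24 h, where another split gave 43, 2 of 10 at 48 h, and 1 of 10 each at 72 h, first seizure and the chronic phase. The other splits gave at most 0 at 72 h against 54, 0 at first seizure against 218 and 25 at the chronic phase against 92. In IAKA, the numbers were 2 of 10 at 1 h, 10 of 10 at 24 h, 1 of 10 at 48 h and at 72 h, 2 of 10 at first seizure, where another split gave 41, and 1 of 10 at the chronic phase. For the tests over all periods, with 100 splits, 1 of 100 gave as many in PPS, 1 of 100 in PILO and 2 of 100 in IAKA. Another split gave up to 80 in PPS against 196, 226 in PILO against 249 and 12 in IAKA against 10. In the mouse models a draw could keep the real arms of some periods, so its count may hold the real effect. For total RNA the real count of 0 makes 10 of 10 splits as large by construction, and another split gave 43. At an unadjusted p under 0.05 the real split had the most genes, 1237, and the next had 1052.

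Deeper libraries were weighed as the source of the high counts in PPS at first seizure and the chronic phase. After thinning to 2357650 counts per library, a median of 64 miRNAs passed at the chronic phase over 10 draws (61 to 73) in place of 67, and 149 at first seizure in place of 155, which argues against depth. The treated libraries were also the deeper ones at the chronic phase of the mouse models. With the 6 chronic libraries thinned to the smallest of them, a median of 89 of the 92 called miRNAs in PILO and 2 of the 2 in IAKA were called again over 10 draws, which argues against depth there too. The library batch of the deeper libraries was weighed too, with the change from 1 h, 24 h and 72 h to 16 d, which shares no library with either late contrast. Across 440 miRNAs it had r = 0.518 with the change at first seizure and r = 0.343 with the chronic change (permutation p = 0.0001 for both, two-sided, the smallest they can give), so a batch cannot be the whole source. A main axis of variation between PPS replicates had an absolute r of 0.393 with the change at first seizure and stays open. The age of the animals was not weighed and stays open too, since PPS has no control for each period. Of the 60 miRNAs past the threshold in chronic PPS that were tested in the mouse models, 18.3% had the same sign in PILO (permutation p = 0.0001, two-sided, the smallest they can give) and 58.3% in IAKA (permutation p = 0.246, two-sided).

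At first seizure, miRNAs changed in opposite directions in PPS and PILO, with r = -0.359 across 367 miRNAs. The change to 16 d within the shallower PPS libraries had r = -0.266 with the PILO change (permutation p = 0.0002, two-sided), which argues against a library batch of the deeper libraries as the whole source. A single axis of variation between replicates shared by both models was weighed, and the first axes of PPS and PILO had an absolute r of 0.203, which argues against it as the whole source. With the axes turned alike, the change at first seizure had r = -0.393 with the axis in PPS and r = 0.670 in PILO, the opposite signs that a shared axis would give, so a part stays open. That PILO moved along its own axis (0.670) stays open, as does a difference between the models, which was not tested further.

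The main axis of variation between replicates was much the same in PILO and IAKA, with r = 0.804 across 640 miRNAs, and took 24.5% and 22.4% of the variance. miR-154-3p, miR-7b-5p and miR-7a-5p weighed most on it. Library size was weighed: the position of a library on the axis had r = -0.103 with the log2 of its total in PILO and r = -0.0665 in IAKA (smaller absolute value 0.0665), which argues against it. A varying share of neurons predicted the other cell lists on the side opposite to neurons, and that held in 0 of the mouse models, with lists whose members lay on both sides, so this stays open. Since miR-7a-5p and miR-7b-5p are near-identical, reads shared between them could not be examined here. No biological explanation was tested.

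Blood left in the tissue was weighed for the higher microglia and leukocyte miRNAs at the chronic phase. In PILO the erythrocyte list had a median of -1.04, and its miRNAs lay from -2.11 (SE 1.16) to -0.73 (SE 0.27), against a median of 2.19 for the microglia and leukocyte list, which argues against it. In IAKA it had a median of 0.75 (SE 0.59 to 0.93), against 0.53 for the microglia and leukocyte list, so it lies within 2 SE of 0 and blood stays open there. In PPS the erythrocyte list was not matched, so blood was not weighed for these miRNAs and stays open. There miR-451-5p stood at 0.92, 0.54 and 5.17 CPM in chronic replicates 37, 43 and 75, and at 1.22, 0 and 1.29 in controls. In total RNA of chronic PPS, the erythrocyte genes had a median of -0.63 (SE 0.49 and 0.68) and the choroid plexus genes of -0.20 (SE 0.70 to 1.55). Both lie within 2 SE of 0, so over all libraries neither tissue is excluded for the higher genes at large. Without the 2 libraries rich in choroid plexus transcripts, Hba-a1 was at -1.01 (SE 0.47) and Hbb at -0.87 (SE 0.28). Both tested erythrocyte genes were then more than 2 SE under 0, which argues against blood in the remaining libraries. For the gliosis genes, with a median of 1.40, 2 values argue against these tissues. Without the 2 libraries rich in choroid plexus transcripts the gliosis median was 1.58, with 8 of 9 genes more than 2 SE above 0. Both tested erythrocyte genes (median -0.63) lay more than 2 SE under the gliosis median. A lower share of neurons would raise all other lists alike, but the microglia list rose by 1.32 more than the oligodendrocyte list, which argues against it. A response of microglia and astrocytes stays open as a hypothesis.

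Choroid plexus in the dissected tissue fits the transcripts that were high in chronic animal 37 and control animal 20. All 4 listed genes were highest in these animals, and so were 2 of the 3 listed ependyma and choroid plexus miRNAs in the Ago2 libraries, miR-34b-3p and miR-34c-5p but not miR-449a-5p, where a given pair of animals has a chance of 6.67%. miR-448-3p (481 and 1011 CPM, against 47.9 to 84.9) and miR-204-5p, chosen after their values were seen, were highest there too. The transcripts may thus come from dissection.

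Haemoglobin was higher at 3 d in the authors' deposited table, with Hba-a1 at 825 FPKM against 66.7 and Hbb at 49.8 against 7.29. Blood left in the tissue fits for 1 animal: miR-451-5p, an erythrocyte miRNA, had 50 counts in the Ago2 library of replicate 3 from that period, against 3 and 7 in replicates 1 and 2 and at most 3 in controls. It also had 89 counts in first seizure replicate 64 and 42 in chronic replicate 75, at periods where Hba-a1 was lower than control in the authors' deposited tables (-0.53 and -0.91). By CPM it was at 21.6 in the 72 h library and at 6.63 and 5.17 in these. In 24 h replicate 15 miR-451-5p was at 7.84 CPM, from 23 counts. At 1 d Hba-a1 was 0.65 higher than control in the authors' deposited table (q-value 0.211). Another erythrocyte miRNA, miR-144-3p, had 40 counts in 72 h replicate 3, against 1 in each of replicates 1 and 2 and at most 5 in controls. How far blood accounts for the haemoglobin stays open. In the same table at 1 d, 1297 higher loci have no symbol, and in 1161 of these the control is at 0 in the authors' deposited table. Their median length is 434 bp, against 1344 bp for all loci without a symbol, and no explanation was tested. In the per-library table of the chronic comparison, AABR07057442.2 stood at 42862 and 37995 FPKM in control replicates 20 and 31 and at 3469 or less in the other 4 libraries.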
